# Genome-Wide uH2A Localization Analysis Highlights Bmi1-Dependent Deposition of the Mark at Repressed Genes

**DOI:** 10.1371/journal.pgen.1000506

**Published:** 2009-06-05

**Authors:** Eric M. Kallin, Ru Cao, Raja Jothi, Kai Xia, Kairong Cui, Keji Zhao, Yi Zhang

## Abstract

Polycomb group (PcG) proteins control organism development by regulating the expression of developmental genes. Transcriptional regulation by PcG proteins is achieved, at least partly, through the PRC2-mediated methylation on lysine 27 of histone H3 (H3K27) and PRC1-mediated ubiquitylation on lysine 119 of histone H2A (uH2A). As an integral component of PRC1, Bmi1 has been demonstrated to be critical for H2A ubiquitylation. Although recent studies have revealed the genome-wide binding patterns of some of the PRC1 and PRC2 components, as well as the H3K27me3 mark, there have been no reports describing genome-wide localization of uH2A. Using the recently developed ChIP-Seq technology, here, we report genome-wide localization of the Bmi1-dependent uH2A mark in MEF cells. Gene promoter averaging analysis indicates a peak of uH2A just inside the transcription start site (TSS) of well-annotated genes. This peak is enriched at promoters containing the H3K27me3 mark and represents the least expressed genes in WT MEF cells. In addition, peak finding reveals regions of local uH2A enrichment throughout the mouse genome, including almost 700 gene promoters. Genes with promoter peaks of uH2A exhibit lower-level expression when compared to genes that do not contain promoter peaks of uH2A. Moreover, we demonstrate that genes with uH2A peaks have increased expression upon Bmi1 knockout. Importantly, local enrichment of uH2A is not limited to regions containing the H3K27me3 mark. We describe the enrichment of H2A ubiquitylation at high-density CpG promoters and provide evidence to suggest that DNA methylation may be linked to uH2A at these regions. Thus, our work not only reveals Bmi1-dependent H2A ubiquitylation, but also suggests that uH2A targeting in differentiated cells may employ a different mechanism from that in ES cells.

## Author Summary

A wealth of recent studies has demonstrated the role of Bmi1-stimulated histone ubiquitylation in the repression of transcription at targeted genetic loci. However, the repressive function of this mark has never been extrapolated genome-wide. We have used deep sequencing technology to explore the global deposition of Bmi1-dependent H2A ubiquitylation (uH2A) in mouse embryonic fibroblast cells. Our study confirms the gene-specific repressive function of the uH2A mark on a genome-wide scale. In addition, we also analyzed the general trends of uH2A distribution with respect to genomic elements, such as various classes of gene promoters and transcribed regions. Our work implies that the mechanism of uH2A distribution in differentiated cells may vary from that in embryonic stem cells. Given the importance of the uH2A modification in fundamental biological processes and cancer, insight into the distribution of this modification has reaching implications in understanding the contribution of epigenetic silencing to cellular physiology.

## Introduction

In higher eukaryotes, DNA is organized in the form of chromatin. The basic repeating unit of chromatin is called the nucleosome, which consists of 146 bp of DNA wrapped around a core histone octamer. One unique feature of core histones is their proclivity for covalent modification including acetylation, methylation, ubiquitylation, and phosphorylation [1]. In addition, DNA can be modified directly through methylation. These covalent modifications can affect gene transcription directly or indirectly through the recruitment of additional modulatory factors [2]. Therefore, different combinations of modifications on chromatin may ultimately determine distinct cellular states through regulating the transcriptional programs that cells adopt. Thus, identification and characterization of the proteins that are responsible for the placement and maintenance of these epigenetic marks is of great importance in understanding cellular proliferation and differentiation.

The addition of a single ubiquitin molecule to histone H2A at lysine 119 was first discovered over thirty years ago [3]. Classic experiments demonstrated that uH2A accounts for about 10% of total H2A [4]. Despite the knowledge of its existence, the identity of the responsible enzymes and the function of this modification have only recently begun to be elucidated. The first H2A ubiquitin E3 ligase was identified as the core components of the Polycomb repressive complex 1 (PRC1) composed of RING1/2, BMI1, and HPH2 [5]. Biochemical and functional analysis of the PRC1 complex has revealed RING2/Ring1b as the catalytic subunit, which can be greatly stimulated by Bmi1 and Ring1a, as loss function on any of these two proteins resulted in drastic genome-wide reduction of uH2A [6],[7]. Genome-wide location studies revealed that PRC1 occupies the promoters of a subset of Polycomb repressive complex 2 (PRC2) targets and both PRC1 and PRC2 are enriched at genes involved in developmental processes [8]–[10]. Recent studies have uncovered that Bmi1 homologs, such as Mel18 and NSPc1, can target the PRC1 complex in various cell types [11],[12]. In addition, a new E3 ligase for H2A, 2A-HUB, has also been reported [13] highlighting the fact that there must be Bmi1-dependent and Bmi1-independent pools of uH2A in the genome.

Unlike PRC1, PRC2 possesses H3K27-specific histone methyltransferase activity [14]. The discovery that a component of PRC1, Pc, can specifically recognize and bind to H3K27me3 [15]–[17] has prompted researchers to embrace a sequential recruitment model whereby PRC2-mediated H3K27 methylation contributes to PRC1 recruitment and subsequent ubiquitylation of histone H2A. This model is supported by three pieces of evidence. First, studies on Hox and *Ink4a/Arf* loci indicate that PRC1 knockdown reduced local uH2A levels which correlate with upregulation of gene expression [7],[18],[19]. Second, knockdown of the H3K27me3 demethylase, Utx, results in enrichment of both PRC1 and uH2A at PRC2 target genes [20]. Third, the majority of genome-wide Ring1b enriched regions in mouse embryonic stem cells (mES) co-localize with peaks of H3K27me3 [21].

In addition to the relationship between H3K27 methylation and H2A ubiquitylation, several studies also suggest a potential link between H3K27 methylation and DNA methylation. For example, H3K27 methylation has been demonstrated to play an important role in imprinted gene silencing [22],[23]. Components of PRC2, such as Ezh2, have been reported to interact with Dnmt1/3a/3b and are required for efficient DNA methylation at several target genes [24]. On the other hand, Dnmt1 may contribute to the recruitment of PRC1 as knockdown of Dnmt1 abrogates localization of PRC1 components to Polycomb bodies in cultured cells [25]. Consistent with this notion, recent studies have demonstrated that components of PRC1 can interact with a methyl-DNA binding protein, Mbd1 [26], and the Dnmt1-associated protein, Dmap1 [27]. Despite these reports, a general correlation between H3K27 methylation and DNA methylation may not exist as genome-wide epigenetic profiling revealed only a small subset of H3K27me3 positive promoters were found to be hypermethylated [28],[29]. Whether there exists a genome-wide link between PRC1 mediated H2A ubiquitylation and DNA methylation remains to be determined.

The advent of chromatin immunoprecipitation coupled to genomic tiling arrays (ChIP-chip) has provided scores of reports highlighting genome-wide maps of histone modifications [30], histone modifying enzyme binding profiles [9], and transcription modulators [31],[32]. Recent advances in ChIP-coupled deep sequencing have greatly expedited the tedious task of dissecting the interplay between epigenetic modifications and complex transcriptional output [33]. Although genome-wide analysis of most epigenetic marks [34]–[36], as well as transcription factors [37], has been reported for various cell lines, uH2A distribution remains a mystery. In addition, the recent discovery that the majority of uH2A in the fly genome is placed by a complex containing the Bmi1 homolog but lacking Pc [38] calls the generality of the sequential recruitment model into question.

To understand how uH2A fits into the complex epigenetic architecture associated with mammalian chromatin, we describe the genome-wide profile of Bmi1-dependent uH2A by comparing the enrichment of this mark in Bmi1 wild-type and null MEF cells. This analysis provides evidence that while Bmi1 dependent uH2A is enriched at genes containing the H3K27me3 mark, it is not limited to these regions. In addition, analysis of genome-wide DNA methylation patterns reveals a link between uH2A and DNA methylation in high-density CpG promoters. Transcription profiling of wild-type MEF cells indicates that Bmi1-dependent uH2A is enriched at genes with low levels of *de novo* expression. Finally, genes containing the highest levels of Bmi1 dependent uH2A at their promoters are expressed higher upon Bmi1 loss of function than genes harboring low levels of uH2A. Thus, our study uncovers some previously unrecognized features of uH2A.

## Results

### Generating Genome-Wide uH2A Modification Maps

In an effort to understand the function of the Bmi1-dependent uH2A epigenetic mark, we performed chromatin immunoprecipitation (ChIP) experiments using the well characterized uH2A monoclonal antibody E6C5 [5], [7], [39]–[41] in wild-type MEFs. The precipitated DNA was subjected to deep sequencing using the Solexa sequencing technology. As a control for non-specific background, and to focus the research on the Bmi1-dependent proportion of genomic uH2A, parallel ChIPs were also performed in Bmi1 null MEF cells. A previous report has shown that these cells undergo drastic reductions in global H2A ubiquitylation [7]. After sequencing 25 bp DNA fragments, the data retrieved from both cell types were mapped to the *mm*8 build of the *Mus musculus* genome. DNA tags which did not uniquely map to the genome were discarded and the resulting tag libraries consisted of over 6 million and 8 million unique reads for the wild-type and Bmi1 null MEF cells, respectively. We next performed normalization for the total number of uniquely mapped reads, and generated a final Bmi1-dependent uH2A summary file by aligning reads from both libraries and subtracting uH2A tags derived from Bmi1 null MEFs from those derived from wild-type MEFs. 

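The data behind these maps are 2 ChIP-Seq libraries of mouse embryonic fibroblasts (MEFs), 1 from Bmi1 wild-type cells and 1 from Bmi1 null cells. The cells came from littermates and had been immortalized with TBX2, and both libraries were made with the E6C5 antibody against uH2A. The authors kept the 25 bp tags that mapped to a single place of mm8 with at most 2 mismatches and deposited each tag as 1 line, without normalization. The wild-type library held 6114925 tags and the null library held 8020248 tags. With 1 library per genotype there is no spread between replicates, so a difference between these libraries has no replicate check. The intervals given for tag counts are exact Poisson or Clopper-Pearson intervals at a level of 95%, and they cover counting error only, because tags amplified by PCR without molecular identifiers are not independent molecules. In the wild-type library, 33.0% of the tags were repeats, counted as the tags beyond the first at a position and strand, and in the null library 34.5% were. If tags fell evenly over both strands of the covered chromosomes, chance would repeat 0.058% and 0.076% of them. All tags were kept here, and results with 1 tag per position and strand were computed beside them. The wild-type tags were multiplied by 1.31, the ratio of the library totals, before the null tags were subtracted in each 200 bp bin. The copy of Dataset S1 used here holds the first 0.786% of its 254413 bins. Placing each tag at the lower end of its alignment returned the value of 90.9% of these bins, the highest share of the 6 placements compared. This placement was used for tag counts unless another is named. Distinct positions and strands of wild-type tags in peaks were counted at the 5' end. After scaling, the ratio of wild-type to null tags per autosome lay between 0.892 on chromosome 16 and 1.14 on chromosome 4.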

Density maps were created by ignoring negative tag density regions. UCSC genome browser tracks corresponding to the normalized uH2A in wild-type MEFs, Bmi1 null MEFs, and subtracted tag density plots are available from the NCBI GEO Database under accession number GSE15909.

### Enrichment of uH2A at the Majority of Gene Promoters Is Dependent on Bmi1 Function

Given the enrichment of many epigenetic marks at gene promoters, we began our analysis of Bmi1-dependent uH2A localization by examining the area directly surrounding the transcription start site of well annotated genes. To this end, the average per base pair normalized density of Bmi1-dependent uH2A was determined for a 10 kb region surrounding well annotated TSSs at a 200 bp resolution (analyzed gene list is available in Table S1). This genome-wide averaging analysis revealed enrichment of the uH2A mark that peaked just inside the TSS (Figure 1A). 

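The copy of Table S1 used here holds the first 10.2% of its 19542 rows, all of them genes with CpG-rich promoters. Of these, 636 carry H3K27me3 only and 1363 carry H3K4me3 only, and the latter reach no higher than an expression value of 97 in wild-type MEFs. The average over these genes of the scaled wild-type minus null tags, with negative bins kept, was highest in the 200 bp bin that starts at the TSS. There it was 0.844 ± 0.065 tags per bin and gene, where the error is the s.e.m. across genes and not a replicate error. Farther than 3 kb from the TSS the average was 0.117. The wild-type library held 3695 tags in the highest bin, which is 2.42 scaled tags per gene (95% Poisson interval 2.35 to 2.50). The null library held 3159 tags there, or 1.58 per gene (1.53 to 1.64), so the difference between these libraries is larger than their counting error. Tags of both libraries rose at the TSS. Relative to its own average beyond 3 kb, the highest bin was 2.69 times higher in the wild-type library and 2.02 times higher in the null library. The average of the highest bin moved most when negative bins were set to 0, which gave 1.50. The average beyond 3 kb then rose from 0.117 to 0.655, so the highest bin was lower relative to that level. In the paper, the rise in this subtracted profile is the enrichment of the mark just inside the TSS.

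**Figure D1:**
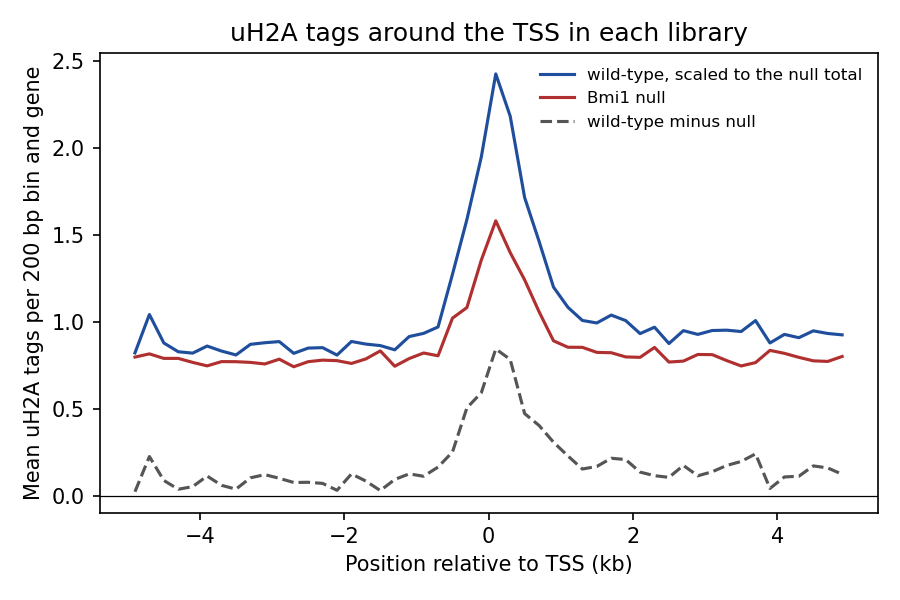
Mean uH2A tags per 200 bp bin and gene against the position relative to the TSS in kb, over the 636 H3K27me3-only and 1363 H3K4me3-only genes with CpG-rich promoters. The solid lines are the wild-type library scaled to the null total and the Bmi1 null library, and the dashed line is their difference, which reaches 0.844 at the TSS where the libraries stand at 2.42 and 1.58.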

Given the link between uH2A and PRC2 [25], we next set out to determine if a quantitative relationship existed between Bmi1-dependent promoter uH2A enrichment and promoter H3K4me3 and/or H3K27me3 placement. To this end, well-annotated genes were grouped into four classes based on the presence of H3K4me3 and H3K27me3 within their promoters, as determined by a previous study [35]. The same averaging analysis was applied to these separate groups of genes which included promoters containing H3K4me3 only, H3K27me3 only, both H3K4me3 and H3K27me3 (bivalent), or lacking both modifications (no K4/no K27). This analysis revealed Bmi1-dependent enrichment of average uH2A tag density for both the bivalent and H3K27me3 modified gene classes (Figure 1B, compare grey line to green and blue lines). 

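Among the rows of Table S1 used here, the 636 H3K27me3-only genes had an average subtracted density of 0.589 ± 0.033 tags per 200 bp bin (s.e.m. across genes) within 1 kb of the TSS. The 1363 H3K4me3-only genes, which in these rows are genes of low expression, had 0.377 ± 0.024. The difference of 0.212 had an interval of 0.131 to 0.293 from the variation between genes, which carries no replicate error. Beyond 3 kb from the TSS the subtracted density was already 0.273 and 0.044, a gap no smaller than the one within 1 kb. These averages therefore do not show an excess at H3K27me3-only genes that is specific to the promoter. No test was made, since the rows are a part of the table in sorted order and the paper's count of H3K27me3-only genes is 888. In the highest bin the averages were 0.910 ± 0.108 and 0.813 ± 0.081, a difference smaller than these errors taken together. With negative bins set to 0 the order in this bin reversed, to 1.46 ± 0.085 at H3K27me3-only and 1.51 ± 0.060 at H3K4me3-only genes, which is again a difference smaller than the errors taken together. The null library by itself held fewer tags in that bin at H3K27me3-only genes, 1.25 per gene, than at H3K4me3-only genes, 1.74 per gene. The difference within 1 kb moved most with 1 tag per position and strand, to 0.111, and scaling within each 1 Mb of the genome also gave 0.111. Bivalent genes and genes with neither mark were not analysed here.

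**Figure D2:**
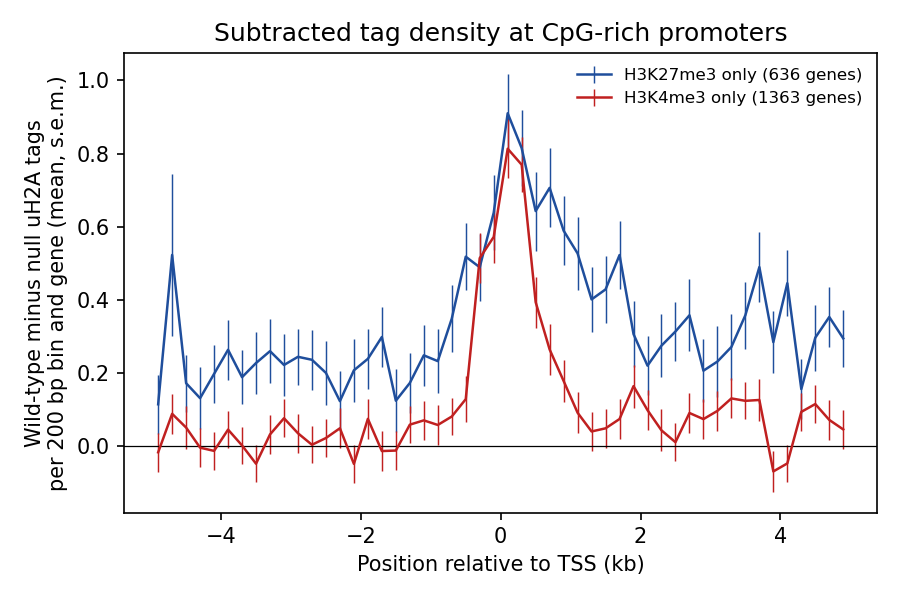
Scaled wild-type minus null uH2A tags per 200 bp bin and gene, as mean and s.e.m. across genes, against the position relative to the TSS in kb. The line of the 636 H3K27me3-only genes lies near the line of the 1363 H3K4me3-only genes at the TSS, at 0.910 and 0.813 with negative bins kept. Farther from the TSS it lies above that line on both sides, upstream and downstream.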

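Downstream of the TSS, from +1 kb to +5 kb, the subtracted density averaged 0.336 ± 0.023 tags per 200 bp bin (s.e.m. across genes) at the 636 H3K27me3-only genes. At the 1363 H3K4me3-only genes it averaged 0.070 ± 0.014, and the difference of 0.266 had an interval of 0.212 to 0.320 from the variation between genes. In this region the scaled wild-type library held 1.21 tags per bin at the H3K27me3-only genes and 0.841 at the H3K4me3-only genes. The null library held 0.872 and 0.771. Beyond 3 kb on either side of the TSS, the subtracted density was 0.273 at the H3K27me3-only genes and 0.044 at the H3K4me3-only genes. The gap between these groups was thus not confined to the region downstream of the TSS.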

Enrichment manifested in an increase in averaged peak height, as well as an overall broadening of the uH2A peak further into the body of K27me3 marked genes. This result is consistent with a role for PRC2 in the recruitment of PRC1 and subsequent ubiquitylation of histone H2A [7],[42]. Interestingly, Bmi1-dependent uH2A was still present at H3K4me3 genes at a level comparable to the all gene average (Figure 1B, red line). Furthermore, genes lacking both H3K4me3 and H3K27me3 exhibited a depletion of uH2A tag density (Figure 1B, purple line). Together these gene region averaging results reveal an overall enrichment of Bmi1-dependent uH2A at gene promoters which is biased towards genes marked by H3K27me3.

**Figure 1:**
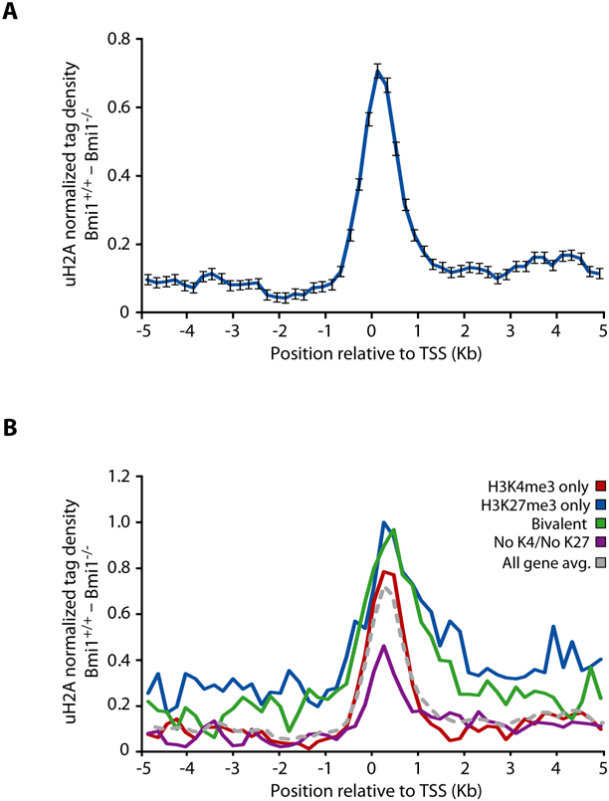
Bmi1-dependent promoter uH2A enrichment correlates with promoter H3K27me3 enrichment. (A) Profiles of per base pair Bmi1-dependent uH2A enrichment across the TSS of well annotated genes. Error bars represent s.e.m. of per base pair average for all genes analyzed (*n* = 15867). (B) Well-annotated genes were grouped by epigenetic modification state and the average normalized uH2A tag density was determined for each group. No K4/No K27 (*n* = 4690), purple; both H3K4me3 and H3K27me3 (Bivalent) (*n* = 1377), green; H3K27me3 only (*n* = 888), blue; H3K4me3 only (*n* = 8912), red; all genes (*n* = 15867), grey.

### Bmi1-Dependent uH2A Are Enriched at Specific Genomic Regions

To complement the genome-wide averaging studies described above, the uH2A tag library of wild-type MEFs was subjected to peak enrichment analysis using the TIROE algorithm [43] with the uH2A tag library derived from Bmi1 null MEFs set as background. This data processing allowed us to identify the most enriched Bmi1-dependent peaks of uH2A throughout the genome. A complete list of peak coordinates mapped to the *mm8* build of the mouse genome (Table S2) as well as a UCSC genome browser track showing the Bmi1 null subtracted tag density at peak regions (Dataset S1) is available as supplementary material online.

The TIROE algorithm identified 16,406 peaks of Bmi1-dependent uH2A throughout the genome with enrichment *P* values of at least 1e-5. 

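The deposited list for this comparison holds 16406 peaks that cover 14794791 bp, with a median width of 746 bp (interquartile range 482 to 1159 bp). For each peak the authors give the number of wild-type tags, the fold enrichment over the null library and a p-value. Their p-values are 1e-05 or less and their lowest fold is 5.01. A median peak held 14 wild-type tags (interquartile range 11 to 18) and 2 null tags, and the median of the authors' fold was 10.5. Together the peaks held 267374 wild-type tags, 4.37% of that library, and 35917 null tags, 0.448% of the null library. In 7063 peaks (43.1%) the null library had 0 or 1 tag. When both libraries were counted again in each peak, 15109 peaks reached 5-fold. Among the alternatives set in advance, the number of peaks moved most with a stricter threshold, since 6681 of these had a p-value of 1e-07 or less. Many tags within peaks repeated a position and strand. The median peak held tags at 7 distinct positions and strands, and 11075 peaks (67.5%) held tags at fewer than 9, which is the smallest tag number of any peak. With 1 tag per position and strand, 9155 of the listed peaks reached 5-fold, and 3109 reached 5-fold and also kept at least 9 tags. The peak with the most tags, on mm8 chromosome 18 from 60374604 to 60375269, held 3966 wild-type tags at 19 positions and strands. The next was on chromosome 3 from 25564433 to 25565154, with 1208 tags at 9 positions and strands, and the third was on chromosome 6 from 136650909 to 136651473, with 856 tags at 32.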

We began our analysis of peak distribution by roughly dividing the genome into genic and non-genic regions as determined by the presence of transcribed regions annotated in the REFSEQ database. Interestingly, while genic regions correspond to only about 47% of the genome, they harbored 52% of the identified peaks (Table 1). 

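Table S3 was used in full and pairs 671 peaks with the promoters of 661 genes, each promoter spanning 2 kb around the TSS. Of the 16406 peaks, 671 overlapped these promoters by at least 1 bp, which is 4.09% (95% Clopper-Pearson interval 3.79% to 4.40%). The authors had paired these promoters with these same peaks, so a count of at least 671 was fixed in advance. Their whole length was 755102 bp, 5.10% of all peak base pairs, of which 544813 bp lay inside the promoters. The midpoint of the peak lay inside the promoter for 526 peaks, or 3.21% of all peaks (2.94% to 3.49%). The paper's value for the share of promoters in the alignable genome is 2.1%. With a p-value of 1e-07 or less, 354 promoter peaks remained. The 5 promoter peaks with the smallest p-values of the authors, all printed as 0, were ordered by tag number. The first lay at AI428936, which the RefSeq gene table of GRCm38.p6 names Syne4, on mm8 chromosome 7 from 30020664 to 30024280, with 52 wild-type and 9 null tags. It was followed by Ing1 on chromosome 8 from 11554452 to 11557738, with 48 and 9 tags, and Cacng4 on chromosome 11 from 107607961 to 107611314, with 44 and 10 tags. Cdx1 on chromosome 18 from 61159570 to 61162105 and Wnt16 on chromosome 6 from 22237886 to 22239670 each had 39 and 8 tags. After scaling, the log2 ratio of wild-type to null tags in these peaks ran from 2.53 at Cacng4 to 2.92 at AI428936.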

Further division of the genic regions of the mouse genome into promoter and transcribed regions revealed that peak number enrichment was present in both of these sub-groups with 671 peaks (4.1%) falling within gene promoters and the remaining 7415 peaks (47.3%) localizing elsewhere along the transcribed body of the gene (Table 1, Table S3). Distribution analysis of defined peaks along transcribed regions revealed an increased tendency of uH2A peak localization towards the transcription termination site of genes (Figure S1A). However, in agreement with tag library averaging data presented in Figure 1A, peaks that fell within the promoter of genes (defined as −1 kb to +1 kb around TSSs) exhibited an average tag density higher than those lying within gene bodies (Figure S1B). Taken together, these data indicate that peaks of Bmi1-dependent uH2A are enriched within the transcribed regions of well-annotated genes with smaller peaks clustered towards the transcription termination site and larger peaks specifically occupying gene promoters.

**Table 1:** Bmi1-dependent peak distribution throughout the mouse genome.

	Genome*	Peak		*P* value**
	BP coverage	Number	BP coverage	
**Gene & Promoter**	893514855 (47.4%)	8086 (49.3%)	7748448 (52.4%)	<2.2e-16
**Promoter**	39206000 (2.1%)	671 (4.1%)	755102 (5.1%)	<2.2e-16
**Transcribed Region**	854308855 (45.3%)	7415 (45.2%)	6993346 (47.3%)	<2.2e-16
**Non-genic**	1770940233 (52.6%)	8320 (50.7%)	7046343 (47.6%)	<2.2e-16
**Total**	1884453825 (100%)	16406 (100%)	14794791 (100%)	

*: Total base pairs refer to alignable portion of the genome.

**: Two-sided proportional test of Genome BP coverage as compared to Peak BP coverage.

Given the enrichment of tag density at gene promoters as visualized by both genome-wide averaging (Figure 1A) and peak localization (Table 1 and Figure S1B), we next selected several representative TIROE peaks that localized within gene promoters to be verified by ChIP-qPCR. ChIP assays were carried out in both wild-type and Bmi1 null MEFs using antibodies against uH2A and Bmi1. The Bmi1 null subtracted tag density profiles surrounding the TSS of *Cebpa*, *B4galnt1*, *Gfod2*, *Zfp12*, *Fgf6*, *Dcxr*, *Iars*, *Arpc3* and *Chmp2a* are shown in Figure 2A. These peaks have TIROE enrichment *P* values of 2.4e-15, 1.2e-14, 1.3e-12, 7.0e-11, 9.2e-09, 1.1e-08, 1.1e-07, 2.2e-06, and 3.0e-06, respectively. 

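Within these 9 peaks the wild-type library held between 14 and 28 tags and the null library between 1 and 7. At Cebpa, on mm8 chromosome 7 from 34828988 to 34830139, there were 26 wild-type and 7 null tags, a scaled ratio of 4.87 (95% Clopper-Pearson interval 2.06 to 13.3) or 2.28 on the log2 scale. The peak of B4galnt1 on chromosome 10 from 126567336 to 126568801 had 28 and 7 tags, and that of Zfp12 on chromosome 5 from 143500041 to 143500972 had 19 and 4. Gfod2, on chromosome 8 from 108647068 to 108648468, had 25 and 2 tags, and Fgf6, on chromosome 6 from 126980535 to 126981661, had 18 and 2. The peak of Dcxr on chromosome 11 from 120544134 to 120545700 had 21 and 3 tags. For Iars, on chromosome 13 from 49693655 to 49694440, 14 wild-type tags stood against 1 null tag, which leaves the ratio of 18.4 between 2.79 and 776. Arpc3 on chromosome 5 from 122651967 to 122653789 had 19 and 3 tags, and Chmp2a on chromosome 7 from 11934401 to 11935447 had 14 and 2. The null counts depend on where a tag is placed. With each 5' end shifted along its strand by the stated fragment length halved, an alternative chosen after seeing the data, the null count was another at 4 of the 9 peaks. It was then 2 at Iars, with a ratio of 9.18 (2.11 to 83.2), 3 at Gfod2, 5 at Cebpa and 4 at Arpc3. The interval of the ratio lay above 1 at all 9 peaks, though the peaks had been selected for this ratio in the same libraries. Distinct positions and strands of wild-type tags numbered between 8 at Chmp2a and 21 at B4galnt1. When the 2 kb promoter was counted in place of the peak, the interval lay above 1 for 7 of the 9 genes. At Cebpa the promoter held 22 wild-type and 20 null tags, with a ratio between 0.751 and 2.79. At Dcxr it held 17 and 17, with a ratio between 0.629 and 2.73. These promoters cover 65 bp of the 1152 bp of the Cebpa peak and 238 bp of the 1567 bp of the Dcxr peak, so the promoter counts come mostly from outside these peaks. The ratio was lower in the promoter than in the peak at the other 7 genes too. At Chmp2a, whose peak lies wholly inside its promoter, it was 2.62 against 9.18. The ChIP-qPCR was not analysed here.

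**Figure D3:**
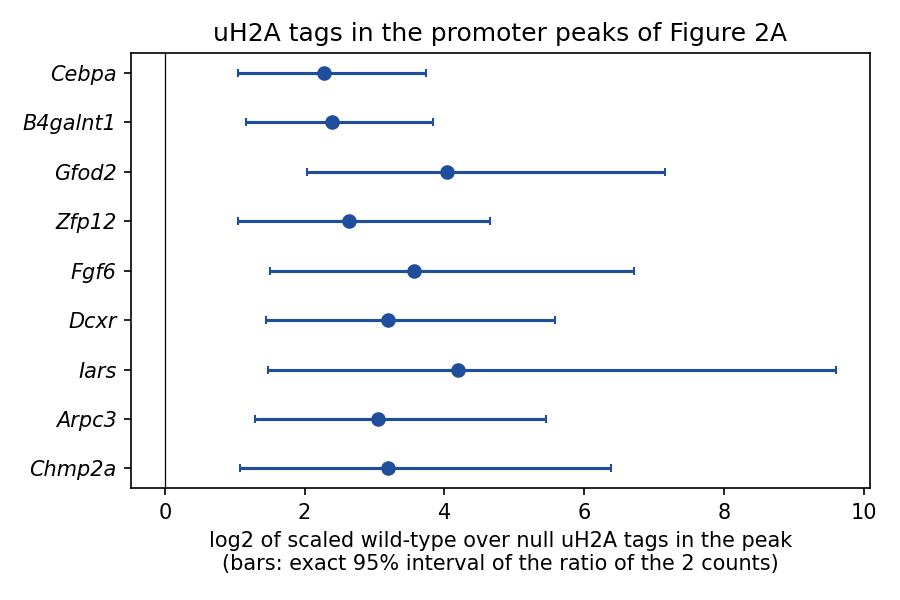
The log2 of scaled wild-type over null uH2A tags in the promoter peaks of the 9 genes, with points for the ratio and bars for its exact 95% interval. All bars lie above 0, and the widest belongs to Iars, which had 1 null tag.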

ChIP assays not only confirmed the enrichment of uH2A at these loci in wild-type cells as compared to Bmi1 null cells, but also the presence of Bmi1 at these same regions in wild-type cells (Figure 2B). Similar enrichment of uH2A and Bmi1 localization was not detected within the promoters of *Mta2*, *Hbb2*, and *Ppara*; genes which do not contain peaks of the uH2A epigenetic mark (Figure 2B).

**Figure 2:**
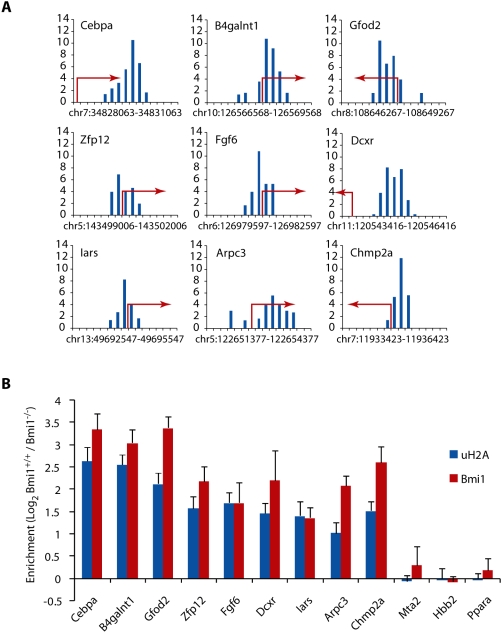
Bmi1-dependent promoter uH2A enrichment at a sub-set of gene promoters. (A) Bmi1-dependent tag density at selected gene promoters that contain peaks defined by the TIROE algorithm. Red arrow indicates the start and direction of transcription. (B) ChIP-qPCR validation of uH2A peaks (blue bars) and Bmi1 enrichment (red bars) was carried out in WT and Bmi1 null MEF cells. Enrichment was normalized to input control and data is presented as log_2_ value of WT versus Bmi1 null.

### Peaks of Bmi1-Dependent uH2A Overlap with Other Epigenetic Marks

Genetic studies have revealed a link between PRC1-catalyzed H2A ubiquitylation and PRC2-catalyzed H3K27 methylation. Biochemically, H3K27me3 has been shown to serve as a binding site for the recruitment of the PRC1 complex [16],[17]. These studies suggest that there should be a link between uH2A and H3K27me3. However, recent evidence from *Drosophila* has implicated another Bmi1 containing complex, dRAF, in H2A ubiquitylation. Interestingly, this complex lacks Pc and must utilize an alternative means of targeting [38]. To examine whether our dataset could shed light on the relationship between the two modifications, we investigated the overlap between peaks of Bmi1-dependent uH2A, H3K27me3, and H3K4me3. We reasoned that if an alternate method of E3 ligase recruitment was present in MEF cells then uH2A enrichment would be present in regions not marked by H3K27me3. Of the 4132 peaks of H3K27me3 identified in a previous study [35], about 15% (651) overlap with peaks of uH2A. Furthermore, about 11% of the 2,604 genomic regions defined as bivalent overlap with our uH2A dataset. Interestingly, about 5.6% of the 14,178 peaks of H3K4me3 exhibit co-localization with peaks of Bmi1-dependent uH2A. Together, these findings reveal that enriched regions of uH2A show a marked localization bias to genomic regions which also contain the H3K27me3 mark. However, they also indicate that the vast majority of Bmi1-dependent uH2A falls outside of regions containing this mark and suggests that an alternate method of ubiquitin E3 ligase recruitment may exist in MEF cells.

Given that about half of all uH2A enriched regions in the genome fall outside of genic regions and only 4% are localized to gene promoters (Table 1, Table S3), we next explored possible differences between promoter and non-promoter peaks of uH2A with regards to H3K4me3 and H3K27me3 overlap. To this end, peaks were binned by their localization inside or outside of promoters, and the number of peaks from each of these groups which overlapped with additional epigenetic modifications was calculated. This analysis revealed that a higher proportion of promoter bound Bmi1-dependent uH2A peaks co-localized with either H3K4me3 or H3K27me3 when compared to peaks located outside of promoter regions (Figure 3A). This result is not surprising given the relative enrichment of H3K4/H3K27 within gene promoter regions. However, this finding reinforces the fact that Bmi1-dependent uH2A is distinct from the H3K27me3 mark with respect to the extent of its enrichment outside of genic regions.

**Figure 3:**
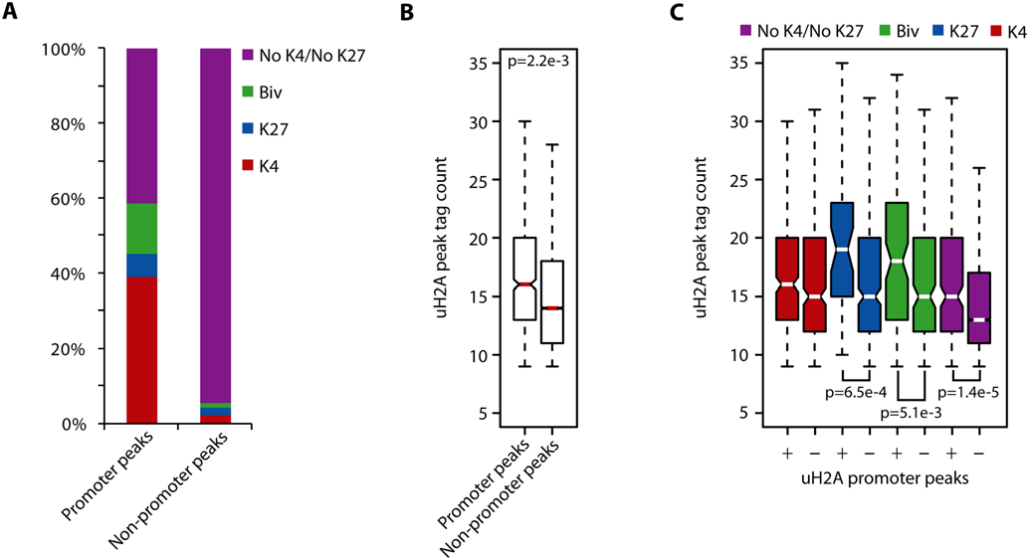
Promoter and non-promoter peaks of Bmi1-dependent uH2A are distinct. (A) Proportion of promoter uH2A peaks (*n* = 671) (left bar) and non-promoter uH2A peaks (*n* = 15735)(right bar) which overlap with H3K4/H3K27 methylation peaks. No K4/No K27, purple; both H3K4me3 and H3K27me3 (Bivalent), green; H3K27me3 only, blue; H3K4me3 only, red. (B) Box plot representation of peak tag density distribution for promoter and non-promoter uH2A peaks. Red lines indicate median values. *P* value derived from Wilcoxon signed-rank test. (C) Box plot representation of peak tag density distribution for promoter (+) and non-promoter (−) uH2A peaks further sub-divided by H3K4me3/H3K27me3 co-localization. No K4/No K27, purple; both H3K4me3 and H3K27me3 (Bivalent), green; H3K27me3 only, blue; H3K4me3 only, red. White lines indicate median values. *P* value derived from Wilcoxon signed-rank test.

We next investigated the local tag density of uH2A peaks both within and outside of promoters. 

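The 671 promoter peaks had a median of 16 wild-type tags (interquartile range 13 to 20), and the 15735 other peaks a median of 14 (11 to 18). The means were 17.4 and 16.2. Peaks of 1 library are not replicates, so the promoter median was placed among 10000 random sets of 671 peaks drawn from the whole list, and 0 of these sets had a median as high. Promoter peaks were also wider, with a median of 995 bp against 734 bp. When the random sets were matched on peak width, 9657 of 10000 had a median of 16 tags or more. The median number of tags per kb of peak was 16.1 in promoter peaks and 18.3 in the others, which is the opposite order. The edges of the listed peaks follow the wild-type tags, so the width is not independent of the tag number. Counted with 1 tag per position and strand, the medians were 10 and 7, and 0 of 10000 random sets without matching reached 10. Fewer than 9 distinct positions and strands were found in 38.5% of the promoter peaks and in 68.7% of the others. From the tag numbers, the paper concludes that promoter peaks are composed of more tags than peaks outside promoters.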

Results presented in Figure 3B show that on average, peaks of uH2A localized within gene promoters are composed of significantly more tags than peaks lying outside of gene promoters (Wilcoxon *P* value = 2.2e-3). In addition, further sub-division of promoter and non-promoter peaks by H3K4me3 and H3K27me3 overlap reveals two additional pieces of information. First, promoter specific enrichment of uH2A peak tag density occurs at genes that also contain the H3K27me3 mark (Figure 3C, compare promoter peak data sets). This result is consistent with whole genome averaging analysis presented in Figure 1B. Second, there is a depletion of average peak tag density at non-promoter regions that do not contain either H3K4me3 or H3K27me3 (Fig 3C, compare non-promoter peak data sets). This finding, in conjunction with the fact that the vast majority of non-promoter uH2A falls outside of H3K4me3 and H3K27me3 regions (Figure 3A), suggests that the contribution of these independent peaks is driving overall depletion of tag density at non-promoter regions.

### Promoter-Bound uH2A Is Genetically Linked to DNA Methylation

Previous studies indicate that PRC2 facilitates recruitment of DNA methyltransferases to at least a sub-set of Polycomb target genes [24]. This finding, together with the relationship between DNA methylation and transcriptional repression prompted us to investigate a possible link between genome-wide promoter uH2A and DNA methylation. To this end, we first analyzed uH2A localization in relation to CpG dinucleotide content surrounding the TSS of known genes. Following a previous characterization [35], we divided the genes into three groups defined as high level (*n* = 10,310), intermediate level (*n* = 2889), and low level (*n* = 2668) based on the density of CpGs within their promoter regions (HCP, ICP, and LCP, respectively) (Table S1). We repeated whole genome promoter averaging analysis and found that the promoter tag density of uH2A is strongly enriched at genes defined as HCP when compared to both ICP and LCP genes (Figure 4A). Recent reports have used bisulphite treatment coupled with deep sequencing to characterize the extent of DNA methylation at HCP group genes in ES, NPC, and MEFs [44]. Comparison of the available DNA methylation data with our promoter uH2A peaks revealed a correlation between DNA methylation levels and average uH2A tag density in the HCP group (Figure 4B). Specifically, HCP genes with promoter peaks of Bmi1-dependent uH2A had higher levels of average DNA methylation when compared to HCP genes without uH2A peaks (Wilcoxon *P* value = 0.0426).

**Figure 4:**
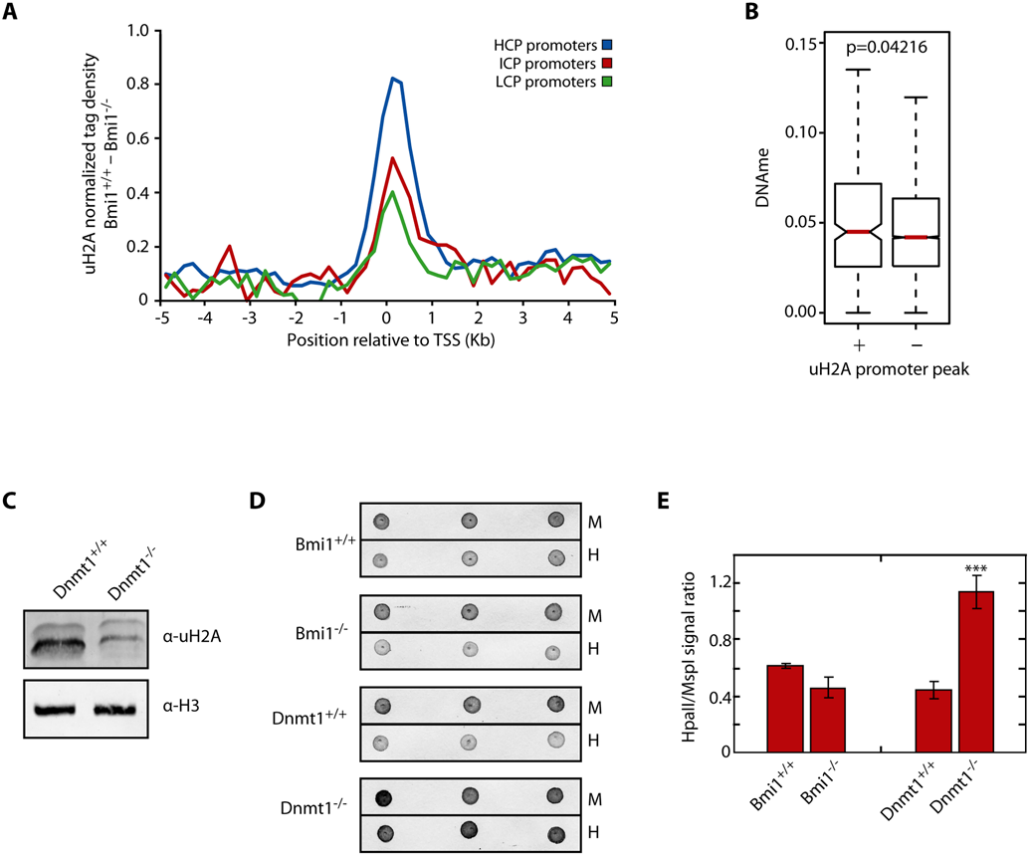
uH2A deposition is linked to DNA methylation. (A) Bmi1-dependent per base pair uH2A tag density was determined for genes defined as high CpG dinucleotide promoter content (HCP, blue) (*n* = 10,310), intermediate CpG dinucleotide promoter content (ICP, red) (*n* = 2889), low CpG dinucleotide promoter content (LCP, green) (*n* = 2668). (B) HCP class genes with available DNA methylation data were grouped based on the presence (+) (*n* = 266) or absence (−) (*n* = 8230) of a promoter bound peak of Bmi1-dependent uH2A and the distribution of DNA methylation values for each group was visualized using a standard box plot. Red lines indicate median values. *P* value derived from Wilcoxon signed-rank test. (C) Western blotting of uH2A was carried out using cell lysate prepared from wild-type and Dnmt1 null MEFs. H3 was used as a loading control. (D) Cytosine extension analysis was carried out using wild-type and Bmi1 null MEFs as well as Dnmt1 null and control cells. Biotin labeled restriction digests were spotted in triplicate onto a Nylon membrane and visualized using alkaline phosphatase. The procedure was repeated three independent times and data for one representative experiment is shown. (E) Data presented in panel D were quantified and presented as the ratio between methylation sensitive *HpaII* incorporation versus methylation insensitive *MspI* incorporation. Error bars represent s.e.m. (*n* = 3).

To further characterize this correlation we asked whether the two modifications are genetically connected. Toward this end, we asked whether loss of DNA methylation would cause alteration in H2A ubiquitylation. A comparison of the uH2A levels in Dnmt1 null MEFs [45] revealed that loss of DNA methylation resulted in a significant decrease in uH2A levels (Figure 4C). To determine whether alteration in uH2A level affects DNA methylation, we compared the DNA methylation levels in wild-type and Bmi1 null MEFs by cytosine extension analysis. This technique takes advantage of DNA methylation sensitive/insensitive restriction enzymes and allows for the relative quantification of DNA methylation through end-labeling of genomic DNA digestion products [46]. Results shown in Figures 4D and 4E revealed a small, but statistically insignificant difference in the DNA methylation levels in the wild-type and Bmi1 null MEFs as determined by Student's t-test. As expected, parallel analysis revealed a drastic decrease of DNA methylation in the Dnmt1 null MEFs as indicated by the increased sensitivity of genomic DNA to the methylation sensitive restriction enzyme, *HpaII* (Figure 4D, E). Taken together, these data not only revealed a correlation between promoter bound uH2A and HCP promoter DNA methylation, but also provide evidence that DNA methylation may be upstream of H2A ubiquitylation.

### Bmi1-Dependent Promoter uH2A Marks Repressed Genes through Its Co-Localization with the H3K27me3 Mark

Recent studies suggest a role for uH2A in the repression of developmental genes [7],[9],[47]. In addition, studies utilizing *in vitro* assembled chromatin templates have implicated uH2A in the repression of transcription initiation [48]. To determine whether Bmi1-dependent uH2A is a general indicator of transcriptional activity, we asked whether uH2A levels and gene expression levels have a general correlation. To this end, we profiled gene expression in wild-type MEFs using the Affymetrix Mouse Genome 430 2.0 microarray (Table S1) and analyzed the relationship between presence of uH2A peaks and gene activity for 13,354 genes. Based on their expression level, genes were grouped into 10 equal sized bins (Table S1) and were correlated with promoter uH2A enrichment levels using genome-wide tag density averaging. This analysis revealed that while the peak height of uH2A enrichment did not change much over these expression groups, the lowest expressed gene groups exhibited a broadening of the average uH2A tag density peak into the body of genes (Figure 5A). To better visualize this trend, the region spanning from +0.6 kb to +2.0 kb of genes was reanalyzed with genes divided into 4 groups. The resulting plot (Figure 5B) confirms Bmi1-dependent tag density broadening for genes present within the lowest expressed gene groups, a medium range broadening for genes in the third group, and no tag density broadening for the highest expressed genes present within the fourth group.

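The rows of Table S1 used here allow this comparison within the H3K4me3-only genes for the expression groups that the table numbers 3 and 4. In the table, group 4 holds the genes of lowest expression, up to a value of 41, and group 3 starts at 41.1. The rows used here end at a value of 97. From +0.6 kb to +2.0 kb, the subtracted density averaged 0.171 ± 0.031 tags per 200 bp bin (s.e.m. across genes) in the 776 genes of group 4. In the 587 genes of group 3 it averaged 0.058 ± 0.041. The difference of 0.113 had an interval of 0.012 to 0.214 from the variation between genes. With 1 tag per position and strand it was 0.054, with an interval of -0.002 to 0.110 that includes 0. Scaled wild-type tags averaged 0.968 per bin in group 4 and 0.907 in group 3, and null tags 0.797 and 0.849. In the bin that starts at the TSS the averages were 0.819 ± 0.110 for group 4 and 0.806 ± 0.119 for group 3, which differ by less than either error. From the profiles of all expression groups, the paper concludes that the density broadens into the body of the genes of lowest expression.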

**Figure 5:**
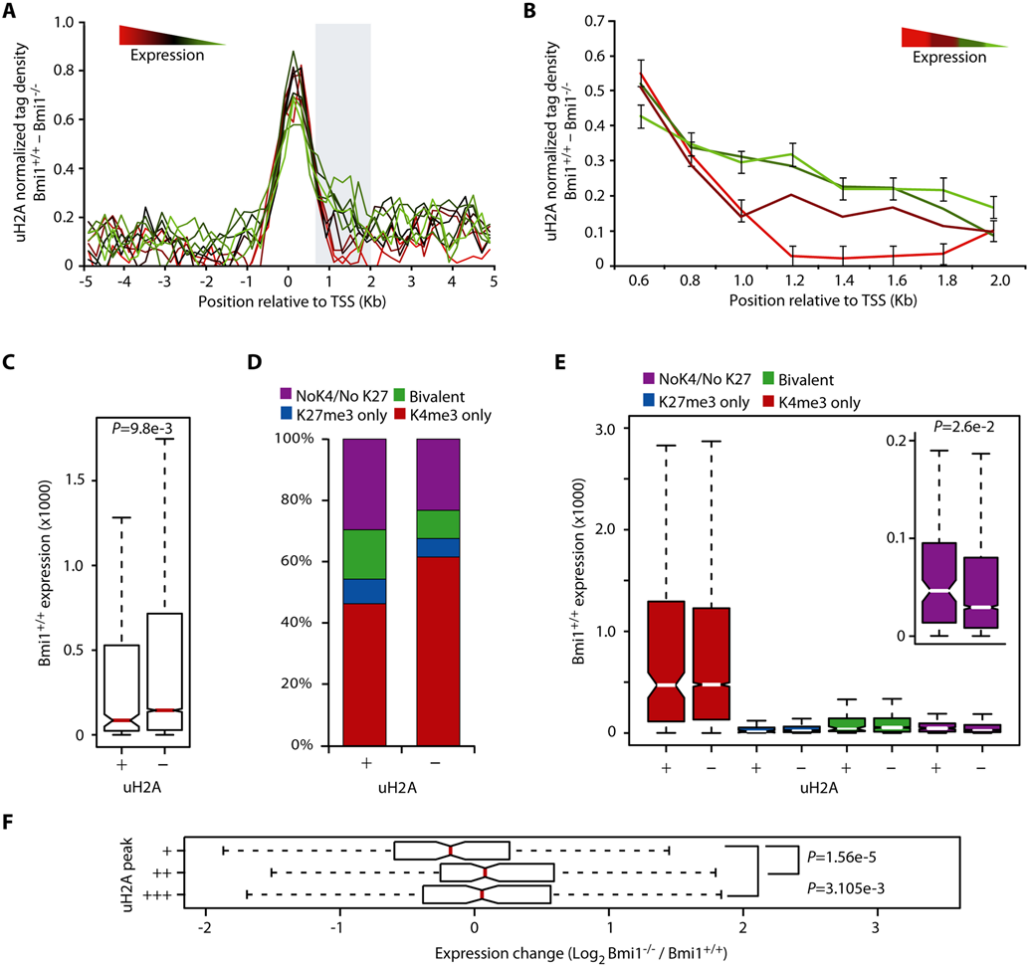
Bmi1-dependent uH2A is enriched at repressed genes. (A) Bmi1-dependent uH2A tag density surrounding the TSSs of genes was calculated and grouped into 10 bins (*n*≈1335 for each group) based on *de novo* gene expression levels in MEF cells. (B) Bmi1-dependent uH2A tag density was calculated for the region indicated in (A) for genes grouped based on *de novo* expression in MEF cells (*n* = 4007, *n* = 2674, *n* = 2668, *n* = 4005; highest expressed to lowest expressed). Error bars represent the s.e.m. of the highest expressed and lowest expressed gene groups. (C) WT MEF expression of genes with (+, *n* = 483) and without (−, *n* = 12,871) a peak of Bmi1-dependent uH2A was subjected to data distribution analysis by standard box plot. Red lines indicate median values. *P* value derived from Wilcoxon signed-rank test is indicated. (D) Gene promoters with (+) and without (−) peaks of uH2A were analyzed for the presence of H3K4/H3K27 methylation peaks. No K4/No K27, purple; both H3K4me3 and H3K27me3 (Bivalent), green; H3K27me3 only, blue; H3K4me3 only, red. (E) Box plot of expression data distribution for promoters with (+) and without (−) uH2A peaks in WT MEFs were further sub-divided by H3K4/H3K27 co-localization. No K4/No K27, purple; both H3K4me3 and H3K27me3 (Bivalent), green; H3K27me3 only, blue; H3K4me3 only, red. White lines indicate median values. *P* value derived from Wilcoxon signed-rank test is shown. (F) Genes containing a peak of Bmi1-dependent uH2A were divided into three groups based on increasing peak tag density (*n* = 157, 157, and 158, respectively) and the distribution of log_2_ expression change (Bmi1 null versus WT MEF cells) was presented by box plot. Red lines indicate median values. *P* value derived from Wilcoxon signed-rank test is shown.

We next turned our attention to distinct promoter peaks of uH2A in an effort to understand gene specific outcomes as related to epigenetic mark deposition. In agreement with the data described above, expression level averaging of genes containing promoter peaks of uH2A revealed them to be significantly lower expressed then those without uH2A peaks (Wilcoxon *P* value = 9.8e-3) (Figure 5C). Taken together, these data indicate that an overall increase in Bmi1-dependent uH2A abundance can be found at silenced or low expressed genes; likewise, genes marked by promoter peaks of uH2A tend to be expressed at a lower level then genes lacking peaks of Bmi1-dependent uH2A.

The correlation between increased levels of uH2A and gene repression could be due to an intrinsic repressive effect of uH2A on transcription or due to an association of uH2A with other silencing epigenetic marks. To differentiate between these possibilities, we compared genes with promoter uH2A enrichment peaks to those without peaks in terms of their association with promoter H3K4me3 or H3K27me3 marks. This analysis revealed that a higher proportion of genes containing uH2A are also marked by H3K27me3 either alone or in the context of bivalent domains when compared with genes not marked by uH2A (Figure 5D). In addition, the uH2A positive gene set is enriched for promoters lacking both H3K27me3 and H3K4me3 as well as depleted for the H3K4me3 mark alone (Figure 5D). This indicates that grouping genes based on uH2A results in a population enriched for epigenetic marks tightly linked to gene repression and depletion of epigenetic marks tightly linked to gene expression. Given that this proportional shift could indicate that uH2A is passively correlated to gene repression, we next asked the question whether uH2A could function in conjunction with these additional epigenetic marks to fine-tune mRNA expression levels. To this end, we repeated the analysis described in Figure 5C for uH2A gene groups further sub-divided by additional promoter modifications and compared the average expression of these gene groups across classes (Figure 5E). Results confirm higher average expression of genes marked by H3K4me3 and drastically lower expression levels of genes containing promoter H3K27me3, H3K27me3 and H3K4me3 (bivalent), and neither mark (Figure 5E). Co-occurrence of uH2A with H3K4me3, H3K27me3, or bivalent domains did not result in any changes of average expression level when compared to genes harboring only the K4/K27 combinations. The sole significant change in WT expression level was a small increase for genes containing only the uH2A mark (Wilcoxon *P* value = 0.026) (Figure 5E). These results indicate that the correlation that exists between promoters bound by Bmi1-dependent uH2A and low level *de novo* gene expression is due to a proportional shift in other epigenetic marks that have a more profound effect on transcriptional state.

Even though Bmi1-dependent promoter uH2A is enriched at silenced genes, results of *de novo* expression analysis in wild-type cells were not able to ascertain an active function for uH2A in gene silencing. It is possible that a global role for uH2A in gene silencing was masked in this analysis by the presence of other epigenetic modifications which are more potent in enacting transcriptional control. To directly address a potential global role for Bmi1-dependent uH2A in gene silencing, we turned our attention to expression changes upon Bmi1 knock-out. To this end, we performed a microarray study on Bmi1 null MEFs and compared gene expression with that in the wild-type MEFs (Table S1). Of the 671 genes marked by promoter uH2A, we were able to generate reliable fold-change transcription data for 472 genes. We found that on average, this group was upregulated in Bmi1 null MEF cells by 1.5 fold. We next investigated whether the level of uH2A loss at genes in Bmi1 null cells was correlated to increased expression upon Bmi1 knock-out. For this analysis, genes containing Bmi1-dependent peaks of uH2A were sorted into three groups by increasing tag density (*n* = 157, 157, and 158, respectively), and both the average fold change as well as the data distribution of each group was determined. Interestingly, genes marked by the lowest levels of uH2A exhibited the smallest average increase in transcription upon Bmi1 knock-out when compared to both intermediate and high tag density groups (1.14, 1.98, and 1.37 fold, respectively). In addition, data distribution analysis and Wilcoxon signed-rank testing reveals that this finding is statistically significant (Figure 5F). Taken together, these data are consistent with a global role for Bmi1-dependent uH2A in gene silencing and extend gene specific analysis at important developmental regulators to genome-wide correlation.

## Discussion

Deep sequencing techniques have recently been used to map epigenetic marks in high definition throughout mammalian genomes [34],[35],[44]. Even though mono ubiquitylation of H2A was one of the first histone modifications identified [3], it remains among the least understood. Using a ChIP-Seq approach, here we analyzed the genome-wide distribution of Bmi1-dependent uH2A. This investigation revealed several interesting features of this epigenetic modification which serve as the basis for further studies.

### Bmi1-Dependent uH2A Distribution throughout Mammalian Chromatin

By combining genome averaging and peak localization analyses, this study reveals the first picture of the genome-wide localization of the uH2A mark and identifies Bmi1-dependent enrichment within both genic and non-genic regions of the mouse genome. On average, uH2A tag density is enriched at gene promoter regions (Figure 1A) with further enrichment at genes marked by H3K27me3 (Figure 1B). Peak analysis reveals that Bmi1-dependent uH2A enriched regions coincide with gene promoters at a much higher rate than can be expected by chance (Table 1), and these peaks encompass significantly higher tag values when compared with non-promoter peaks (Figure 3B). In addition, promoter peak tag values are enriched at genes also marked by H3K27me3 (Figure 3C). Interestingly, the gross distribution of genic uH2A peaks is skewed towards the 3′ end of genes, indicating that more regions of uH2A enrichment are found within these genic regions (Figure S1A). However, these peaks represent lower enrichment regions when compared to promoter peaks (Figure S1B). Together, these data support the notion that H3K27me3 can contribute to the recruitment of PRC2 and ubiquitylation of H2A in promoters [16],[17]. However, even though the highest regions of Bmi- dependent uH2A enrichment are at H3K27me3 genes, clear peaks also exist at genomic regions (both genic and non-genic) that do not contain this mark. This uH2A distribution pattern is very different from what would be expected given a recent study of Ring1b and Bmi1 binding profiles in mES cells [21] but are more consistent with a previous study which described a proportion of gene promoters positive for Ring1b/Bmi1 but negative for PRC2 binding [8]. Although this discrepancy may reflect the differences of uH2A distribution in ES cells and MEF cells, it is possible that similar to the observations in *Drosophila* [38], a Pc independent mechanism of Ring1b/Bmi1 recruitment may exist in MEF cells. Along these lines, about half of all the most enriched Bmi1-dependent uH2A regions lie outside of both promoter and transcribed regions of the genome (Table 1). Interestingly, these regions do not overlap significantly with peaks of H3K27me3.

### Relationship between uH2A and DNA Methylation

Since the initial finding linking Polycomb silencing to DNA methylation [24], genome-wide studies have called the generality of this association into question as very little overlap exists between genes methylated at H3K27 and genes that contain high levels of CpG island methylation associated with their promoters [28],[29],[49]. Recently, several reports have demonstrated a role for PRC1 in recognizing methylated DNA at specific loci or heterochromatic regions [25] either through Bmi1 interaction with Dmap1 [27] or Ring1b interaction with Mbd1 [26]. However, whether these specific instances of convergence of silencing pathways are linked to global gene regulation has not been determined. Here we provide evidence to support a functional link between DNA methylation and histone ubiquitylation through Bmi1-dependent mechanisms in a group of high CpG-containing genes. Not only does the level of DNA methylation increase at HCP promoters marked by uH2A (Figure 4B), a result that may be explained by an increase in H3K27 methylation on these genes, but knock-out of Dnmt1, which results in the ablation of CpG methylation genome wide, causes a global decrease in the uH2A levels (Figure 4C). In contrast, Bmi1 knock-out results in only a small, statistically insignificant, increase in global DNA methylation (Figure 4D). Taken together, these data suggest that DNA methylation may be upstream of Bmi1-dependent H2A ubiquitylation. Future work will reveal how DNA methylation contributes to H2A ubiquitylation.

### The Relationship between uH2A and Gene Expression

Recent studies in a limited gene set indicate that uH2A is mostly linked to transcriptional repression [7],[40],[48],[50]. Consistent with these studies, our genome-wide analysis indicate that Bmi1-dependent uH2A exhibits a broad enrichment at the most repressed genes in the mouse genome (Figure 5A and 5B). Peak centered analysis of promoter uH2A confirms this result (Figure 5C) and reveals that this enrichment is most likely a consequence of over-representation of the H3K27me3 mark (Figure 5C, 5D, and 5E). These results indicate that unlike H3K27me3 [34],[35], uH2A by itself is not an accurate predictor of *de novo* expression levels and could serve to explain earlier studies which have reported the presence of uH2A at actively transcribed genes [51],[52]. Instead, our results suggest that uH2A plays a much more refined role in the control of gene expression. Analysis of expression changes in Bmi1 knockout MEFs revealed that, on average, genes marked by promoter peaks of uH2A are upregulated upon Bmi1 knockout. In addition, the level of enrichment of these promoter uH2A peaks, as indicated by sequence tag density, reveal a clear increase in average fold change when higher density peaks are compared with lower density peaks (Figure 5F). Thus, our work extends gene specific studies and confirms the existence of a genome-wide link between uH2A and gene silencing.

## Materials and Methods

### Cell Lines, Cell Culture, and Antibodies

Mouse embryonic fibroblast cells were isolated from Bmi1 null and Bmi1 wild-type littermates and immortalized by expression of the TBX2.pBabePURO construct [18]. Both cell lines were maintained in Dulbecco's modified Eagles Medium supplemented with 10% (v/v) fetal bovine serum and 1× Penicillin/Streptomycin. Antibodies employed in this study are as follows: α-uH2A (Millipore, 05-678), α-Bmi1 (Millipore, 05-637), and α-H3 (Abcam, 1791).

### Chromatin Immunoprecipitation Assays

ChIP assays were performed as previously described [7] with the following alterations. Chromatin was prepared from one 15 cm^2^ plate grown to 95% confluence. After nuclei isolation, the pellet was resusupended in Solution B (20 mM Hepes pH 7.9, 25% [v/v] glycerol, 0.5% [v/v] NP-40, 0.42 M NaCl, 1.5 mM MgCl_2_, 1 mM CaCl), subjected to sonication, and treated with 30 units of micrococcal nuclease for 15 minutes to ensure mononucleosome resolution. Immunoprecipitations were carried out using 15 µg of antibody. For qPCR detection, the percent of IP enrichment as compared to input was calculated for both WT and Bmi1 null ChIPs using SYBR GreenER (Invitrogen) and data is presented as the fold change in percent input of WT versus Bmi1 null cells. All detection primers are listed in Table S4.

### Solexa Sequencing

Immunoprecipitated DNA fragments were blunt-ended, ligated to Solexa adaptors and sequenced using the Illumina 1G Genome Analyzer as previously described [34].

### Sequence Mapping

The 25 bp sequenced reads were obtained and mapped to the mouse genome (*mm*8 assembly) using the Solexa Analysis Pipeline, as previously described [34]. This yielded a BED file containing a total of 6.1 and 8.0 million unique tags for Bmi1 wild-type, and Bmi1 null libraries, respectively. Summary files were then created for each library by counting the number of tags falling into 200 bp genomic bins. A Bmi1-dependent uH2A summary file was created by applying a scaling factor to the WT file to equalize total tag count and subtracting the Bmi1 null tag count from the WT tag count within each genomic bin. Raw and processed sequencing data are available from the NCBI Gene Expression Omnibus (GEO) under accession number GSE15909.

### Expression Microarray Experiments

7 µg of total RNA from both Bmi1 wild-type and null MEFs was used to synthesize cDNA. A custom cDNA kit from Life Technologies was used with a T7-(dT)_24_ primer for this reaction. Biotinylated cRNA was then generated from the cDNA reaction using the BioArray High Yield RNA Transcript Kit. The cRNA was then fragmented in fragmentation buffer (5× fragmentation buffer: 200 mM Tris-acetate, pH 8.1, 500 mM KOAc, 150 mM MgOAc) at 94°C for 35 minutes before the chip hybridization. 15 µg of fragmented cRNA was then added to a hybridization cocktail (0.05 µg µl^−1^ fragmented cRNA, 50 pM control oligonucleotide B2, *BioB*, *BioC*, *BioD*, and *cre* hybridization controls, 0.1 mg ml^−1^ herring sperm DNA, 0.5 mg ml^−1^ acetylated BSA, 100 mM MES, 1 M [Na^+^], 20 mM EDTA, 0.01% [v/v] Tween 20). 10 µg of cRNA was used for hybridization. Affymetrix Mouse Genome 430 2.0 Arrays were hybridized for 16 hours at 45°C in the GeneChip Hybridization Oven 640. The arrays were washed and stained with R-phycoerythrin streptavidin in the GeneChip Fluidics Station 400. After this, the arrays were scanned with the Hewlett Packard GeneArray Scanner. Affymetrix GeneChip Microarray Suite 5.0 software was used for washing, scanning, and basic analysis. Sample quality was assessed by examination of 3′ to 5′ intensity ratios of certain genes. Raw and processed microarray data are available from the NCBI Gene Expression Omnibus (GEO) under accession number GSE15909.

### Cytosine Extension

The assay was adapted from a previous report [46]. Briefly, 100 ng of genomic DNA was digested to completion using *MspI* and *HpaII* (Fermentas) and the result was subjected to single nucleotide extension in the presence of biotin-labeled dCTP (Invitrogen). One-fiftieth of the final reaction was manually spotted on (+) nylon membrane, incubated in 0.4N NaOH, neutralized with 1× TBS, baked at 80°C for 20 minutes, and blocked overnight at 65°C in blocking buffer (4× SSPE, 6× Denhardt's, 300 µg ml^−1^ salmon sperm DNA, 0.1% [w/v] SDS). The blot was incubated with a 1∶5000 dilution of streptavidin conjugated alkaline phosphatase (Pierce) in blocking buffer for 20 minutes at room temperature, washed 3×15 minutes in TBST, and visualized using BCIP/NBT solution (Sigma). The developed blot was scanned and signal was quantified using NIH ImageJ software (http://rsb.info.nih.gov/ij/).

### Data Analysis

#### Determination of Bmi1-dependent peaks of uH2A

Determination of Bmi1-dependent peaks of uH2A: Peak enrichment calls were generated by the modified TIROE algorithm. The original TIROE algorithm, as described in [43], does not use a control background data while identifying peaks in the test data. In the modified version, a “fold enrichment” score was calculated for each candidate peak by computing the ratio of the number of tags within that candidate peak in the test data to the number of tags within the genomic region corresponding to the peak in the background control data. The fold score is normalized by the total number of tags within the test and control sample. Only those peaks with fold score greater than or equal to a set threshold are reported as final peaks. In our case, the input was set to the mapped tag BED file corresponding to wild-type ChIP-Seq and with the Bmi1 null BED file set to background. Parameter cut-offs were set as follows: *P*-value (p)≤1e-5, Fold enrichment cutoff (f)≥5, and the average DNA fragment length (f) was estimated to be 232 from the reads in the input data using the algorithm provided in [53].

#### Gene analysis groupings

REFSEQ gene coordinates were extracted from the UCSC table browser and the list was parsed to only consider one isoform per annotated gene. Isoform selection was carried out by first searching for the 3′ most transcription start sites. If a single gene had more than one isoform sharing a single TSS, then the longest isoform was kept for analysis. Promoters were defined as −1 kb to +1 kb surrounding TSSs and previously published peak data sets [35],[44] composed of H3K4me3, H3K27me3, CpG nucleotide density calls, and HCP promoter methylation analyses were re-mapped onto this gene list. Table S1 lists all genes used in this analysis as well as promoter definitions and dataset overlap. High resolution mapping surrounding gene TSSs was accomplished by extracting per base pair Bmi1-dependent uH2A tag density reads at 200 bp intervals surrounding TSSs.

#### Peak distribution analysis

The location of TIROE uH2A peaks was carried out in relation to the alignable genome as previously defined [35].

#### Standard Error calculation

Whole genome averaging analysis error bars represent the standard error of the mean (s.e.m.) and *P* values were determined using student's *t* tests. Two-sided proportional testing, Wilcoxon signed-rank testing, and box plot generation were carried out using the R package.

## Supporting Information

Figure S1 Genic peak distribution analysis reveals peak number enrichment towards the transcription termination site of genes and peak tag density enrichment within gene promoters. (A) Distribution histogram of peak location along the transcribed region of well-annotated genes (TSS, transcription start site; TES, transcription end site). (B) Genic uH2A peaks were grouped by their location within transcribed genes and the tag density data distribution was visualized by standard box plot. Red lines indicate median values. *P* value derived from Wilcoxon signed-rank test. *, **, and *** respectively indicate *P* value of 2.2e-14, 1.1e-15, 2.6e-10.
(0.51 MB PDF) Click here for additional data file.

Table S1 REFSEQ genes included in this analysis.
(3.82 MB XLS) Click here for additional data file.

Table S2 Bmi1-dependent uH2A peak regions as determined by TIROE.
(1.67 MB XLS) Click here for additional data file.

Table S3 Bmi1-dependent peaks corresponding to gene promoter regions.
(0.08 MB XLS) Click here for additional data file.

Table S4 List of primers used in this study.
(0.01 MB PDF) Click here for additional data file.

Dataset S1 UCSC genome browser track of summary tag counts throughout Bmi1-dependent uH2A peak regions.
(1.38 MB GZ) Click here for additional data file.

# Supplementary material for: Genome-Wide uH2A Localization Analysis Highlights Bmi1-Dependent Deposition of the Mark at Repressed Genes
**Source:** PLoS Genet. 2009 Jun 5;5(6):e1000506. doi: 10.1371/journal.pgen.1000506
**Supplement:** Table S4 — List of primers used in this study. (0.01 MB PDF)

**Supplementary Table 4: ChIP-qPCR primers used in this study.**

| <b>Gene</b> | <b>Forward Primer</b>      | <b>Reverse Primer</b>      |
|-------------|----------------------------|----------------------------|
| Cebpa       | CAG GGC AGG AGG AAG ATA CA | CAC CTA AGT CCC TCC CCT CT |
| B4galnt1    | GGC GGA TTT ACG ATC CAG T  | GAC TCC GGG GCT TTG TAG AC |
| Gfod2       | GGA TGG GTT AGG TTC AAG CA | ACG GCA TTG AGT ACG AGG TC |
| Zfp12       | GTG CGC ACT TCT GTT TGT GT | AAA GCT GCG AGC GTA GAG AC |
| Fgf6        | CTG AAG CAG GCT TTG GTT TC | ACC GCC CTT CTT GTT TTT CT |
| Dcxr        | GAG CGC ATA CTC CTC CAC TC | TGT TGG ACT TGA GGT GGT CA |
| Iars        | GGA GCG TCT TCT CCT TCC TT | TGC CAT CCA ACA CCT ACA AA |
| Arpc3       | ATT TCC CCC TTG TCA TTT CC | TCC ATC AGG GAA GTG AGG TC |
| Chmp2a      | AAC CAA ATT AGG CCC ACA CA | GGT GCA AGC AAT GGA AGA AT |
| Mta2        | TTC GTC TGG AGC TGA GCT TT | TCC CAC CCG GTA CAT GTT AG |
| Hbb2        | GCCCAGGCTTAAGACATTTGAG     | GAATTAGCTGCAAGGATAAGAACAGA |
| Ppara       | GAGACCCTGGAGATGGTTGA       | GTGTGCTTGTGTGCATGTGA       |

How the deposited data were processed for this re-analysis (not part of the article)

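The study immunoprecipitated uH2A from Bmi1 wild-type and Bmi1 null MEFs and sequenced 1 library of each genotype. The authors' methods describe chromatin that was sonicated and treated with micrococcal nuclease. Tags of 25 bp from the Illumina 1G Genome Analyzer were mapped by the authors to mm8 with the Solexa Analysis Pipeline, and those without a single best place were discarded. The authors deposited the mapped tags of each library as 1 line per tag with its position, strand and number of mismatches, with no normalization and with repeated positions present.

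The authors also deposited 1 list of peaks, called with a modified TIROE algorithm with the wild-type tags as input and the null tags as background. For each peak this list gives the count of wild-type tags as the authors' program made it, without normalization. The fold enrichment in the list is the authors' ratio of wild-type to null tags in the peak, each relative to the total of its library. The p-value of each peak is the authors' enrichment p-value, printed with 2 digits and as 0 in 465 peaks. According to the methods, peaks with a p-value of 1e-05 or less and a fold of 5 or more were reported, with a fragment length of 232 bp. These values were used to describe, rank and filter peaks within the list.

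From these files, tags of both libraries were counted in peaks, promoters, bins and windows. The methods do not say where within a bin a tag is counted, so 6 placements of the tag were compared by how many bin values of Dataset S1 they returned, and the placement that returned the most, the lower end of the alignment, was used. A shift of each 5' end by 116 bp in its direction, which is the stated fragment length halved, returned 58.3% of these bins but the deposited fold of 99.9% of the peaks, against 74.6% for the placement used. It was therefore added as an alternative after the data were seen. The number of wild-type tags in every peak equalled the deposited count under each of the 5 placements that put a tag at a single position. This does not tell the placements apart, because the edges of the peaks follow the wild-type tags. After the shift by 116 bp, the outermost wild-type tag lay within 1 bp of that distance from the edge at 100% of the 32812 peak edges, and the nearest wild-type 5' end outside a peak was 234 bp away or more. Neighbouring shifted tags within a peak lay up to 465 bp apart. When shifted wild-type tags were joined over gaps of up to 464 bp, 99.8% of the listed peaks equalled 1 such run within 1 bp at each end and with the same number of tags, so the width of a peak depends on the places of its wild-type tags. The edges and gaps were looked at only after the counts had been found equal.

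To see whether low null counts in peaks come from the selection, the null positions were dealt at random into 2 parts, with all tags of a position and strand kept together. Runs of wild-type tags, joined as above, were kept with at least 9 tags and a Poisson p-value of 1e-05 or less against the mean density of the wild-type library. Null tags were placed here with the same shift of 116 bp as the runs. Runs at 5-fold or more over the first part were selected, and the density of the other part in these runs was divided by that in the 5 kb on either side, with an interval from 1000 resamplings of the runs.

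Wild-type tags were scaled by the ratio of the library totals, 1.31. The strand cross-correlation of distinct positions, smoothed over 5 bp and taken over lags of 50 to 400 bp, was highest at 142 bp in the wild-type library and at 144 bp in the null library. Single autosomes gave lags between 139 and 163 bp in the wild-type library. The libraries hold 6114925 and 8020248 tags, and a median peak holds 14 wild-type tags, so the ratio at a single peak has a wide interval. Intervals are exact Poisson intervals for counts and Clopper-Pearson intervals for shares and for ratios of 2 counts, at a level of 95%, and errors of averages over genes are s.e.m. across genes.

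With 1 library per genotype, no test between the genotypes and no p-value across peaks or genes was computed. Promoter peaks were set against 10000 random sets of peaks of the same number. As a control that needs no replicates, windows of 1 kb were called in both directions. The null library was thinned to the wild-type total, and a window was called where the test library had a Poisson p-value of 1e-05 or less against its mean per covered window and at least 5 times the tags of the other library, taken as at least 1. The same was done with the pooled tags dealt at random into 2 libraries. On simulated windows with an even background, no repeated tags and 200 raised windows among 2630684, these calls recovered 179 of the 200 with 7 false calls. The libraries are uneven and hold repeated tags, so this gives no error rate for them.

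The rule for naming genes in the text was fixed before the data were examined. It takes the 9 genes of Figure 2A, the 5 promoter peaks with the smallest deposited p-value, ordered by tag number where these are equal, and the 3 peaks of the whole list with the most tags. The alternatives listed beforehand were another placement of the tag, 1 tag per position and strand, scaling within each 1 Mb of the genome where both libraries had at least 100 tags, a deposited p-value of 1e-07 or less and a deposited fold of 10 or more. For promoter peaks they were counting by midpoint or by at least 50% of the peak, and for the genes of Figure 2A the 2 kb promoter in place of the peak. For promoter against other peaks they were random sets matched on width, tags per kb and scaled wild-type minus null tags. For the averages around TSSs they were negative bins set to 0 and only genes with an expression value. For the window calls they were windows of 400 bp and 2 kb, a null library without thinning and a fold of 3 or more, and for the null density in peaks flanks of 10 kb that start 1 kb from the peak.

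Table S3 was held in full. Table S1 was held in part, as its first 10.2%, and Dataset S1 as its first 0.786%, so no overlap or enrichment test was made with them. Coordinates are those of mm8 in the files. The gene table at hand, of GRCm38.p6, was used for gene names only, and all 14 named genes had a match in it. The division into genic and non-genic regions, the overlap with H3K4me3 and H3K27me3 peaks, DNA methylation, ChIP-qPCR and the expression arrays were not analysed here. The counts were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots with matplotlib 3.10.9.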

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

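The tests of repeated tags on the wild-type and the null calls, and of random dealing on the null calls, were chosen after the numbers of calls were seen. The paper used the null library as background and did not look for regions where it exceeds the wild-type library. With the null library as test and the wild-type library as background, 2239 windows of 1 kb were called, against 9107 with the wild-type library as test. Of the 2239 windows, 6 overlapped a deposited peak. The null library had been thinned to the wild-type total, which also lowers its repeats per position. Without thinning, 3440 windows were called with the null library as test and 8628 with the wild-type library as test.

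Random dealing of the tags gave 152 windows in the same direction, so random dealing does not account for the 2239. Repeated tags at one position and strand are a candidate explanation for the null calls. In the called windows, 58.1% of the null tags repeated a position and strand, with a median of 16 tags at 7 distinct positions. With 1 tag per position and strand, 57 windows were called with the null library as test, fewer than the 141 called on dealt tags. Repeated tags may therefore account for the null calls, with 57 left of 2239, although this setting also lowers the number of tags in every window. No GC content or mappability of the windows was examined, and a gain of uH2A in Bmi1 null cells was not tested apart from this count.

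The wild-type calls show the same feature in part. Of the tags in the 9107 windows, 55.1% were repeats, and 1204 windows were called with 1 tag per position and strand. These 1204 stand against 57 null calls and 138 on dealt tags, so repeated tags do not account for the excess of wild-type over null calls. The number from all dealt tags was 172, and the number of null calls was 2239, so neither random dealing nor local unevenness of the size that the null library shows against the wild-type library accounts for all of the 9107. What stays open is any difference between the 2 immunoprecipitations other than the genotype, because each genotype has 1 library.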

How the results depend on the processing

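Among the alternatives below, the shift of each 5' end along its strand by the stated fragment length halved was chosen after seeing the data, and the others were chosen in advance. Of 107 comparisons of a result with an alternative, 82 stayed within the limits set for the result, 23 moved beyond them, 1 lost its distance from random sets and 1 reversed. Where a number moved without a reason in its construction, the cause was not tested.

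Keeping 1 tag per position and strand changed the most results. The peaks that reached 5-fold numbered 9155 in place of 15109, and the null density inside peaks was 0.754 of that in the flanks in place of 0.631. The highest bin around the TSS fell to 0.549 from 0.844, the difference between H3K27me3-only and H3K4me3-only genes to 0.111 within 1 kb and to 0.172 from +1 to +5 kb. Windows called with the wild-type library as test numbered 1204 in place of 9107, and those with the null library as test 57 in place of 2239. Fewer tags enter this setting, which lowers counts and averages by construction.

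Scaling within each 1 Mb of the genome lowered the highest bin around the TSS to 0.649 and the difference between H3K27me3-only and H3K4me3-only genes to 0.111 within 1 kb and 0.164 from +1 to +5 kb. These differences kept their direction. The null density in flanks has no value of its own under this scaling, which changes the wild-type side only. Setting negative bins to 0 raised the highest bin to 1.50 and the average beyond 3 kb from 0.117 to 0.655, since it removes values below 0. It also reversed the order of the marks in that bin, to 1.46 for H3K27me3-only and 1.51 for H3K4me3-only genes.

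A deposited p-value of 1e-07 or less left 6681 peaks at 5-fold and 354 promoter peaks, and a deposited fold of 10 or more left 8165 peaks at 5-fold, since fewer peaks are counted. Counting promoter peaks by midpoint, or by at least 50% of the peak, gave 526 each. The shift of the 5' end lowered the null density inside peaks to 0.582 of the flanks.

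The ratio of promoter to non-promoter median tag counts was 1.14. Against random sets matched on peak width the ratio of 1.14 was no longer apart, at a percentile of 51.7. With tags per kb of peak the ratio was 0.875, which reverses the order, and the wider promoter peaks are the difference in construction. The width of a peak is itself drawn from its wild-type tags, so neither setting is free of the tag count. The other alternatives, which include 1 tag per position and strand, kept the order.

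For the window calls with the wild-type library as test, windows of 2 kb gave 3936 and a fold of 3 or more gave 15358. With the null library as test, windows of 400 bp gave 3498, windows of 2 kb 849, the null library without thinning 3440 and a fold of 3 or more 3483. Wild-type calls outnumbered null calls under each of the 8 alternatives, by between 2.51 times without thinning and 21.1 times with 1 tag per position and strand.

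At the 9 promoter loci, 45 comparisons of a log2 ratio were made and 2 moved, both with the 2 kb promoter in place of the peak. There the log2 ratio fell to 0.53 at Cebpa and 0.39 at Dcxr, where 7 of the 9 intervals lay above 1. These promoters cover 65 bp of the 1152 bp of the Cebpa peak and 238 bp of the 1567 bp of the Dcxr peak, so this setting counts mostly outside these peaks. The log2 ratio also fell at the other loci under this setting. The peaks of Chmp2a, Iars, B4galnt1, Gfod2, Zfp12 and Fgf6 lie wholly inside their promoters, so this reason does not cover them. At Chmp2a, Iars and B4galnt1 the log2 ratio went from 3.20 to 1.39, from 4.20 to 2.30 and from 2.39 to 1.50. At Gfod2, Zfp12 and Fgf6 it went from 4.04 to 3.45, from 2.64 to 2.39 and from 3.56 to 2.71. The 2 that moved fell below the interval of the main setting at their locus, and the others stayed inside theirs. All 9 intervals lay above 1 under the other alternatives. The difference between expression groups 4 and 3 kept its direction under each alternative, but its interval included 0 with 1 tag per position and strand (-0.002 to 0.110) and with negative bins set to 0 (-0.005 to 0.158).

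The number of wild-type tags in a peak was the same under each placement of the tag by construction, because the edges of the peaks follow these tags, so the placements test the null side of the peak results only.

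No paired analysis was possible because each genotype has 1 library. Depth limits single peaks most, since a median peak holds 14 wild-type and 2 null tags.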

Differences from the paper's values

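The paper's average DNA fragment length for the wild-type library is 232 bp. The strand cross-correlation of the wild-type library was highest at a lag of 142 bp, with 139 to 163 bp on single autosomes. The value here is the lag of a maximum, while the paper's comes from the algorithm it cites. The edges of the deposited peaks fit the paper's value, since each lies within 1 bp of where the outermost wild-type tag ends when extended to 232 bp. None of the alternatives set before the data were examined bears on this value.

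The paper reports 16406 peaks at 5-fold or more, and 15109 reached 5-fold here. The shift of each 5' end by the stated fragment length halved, chosen after seeing the data, gave all 16406.

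The text on Figure 5B describes the fourth group as the genes of highest expression. In Table S1 the group numbered 4 for that figure holds the genes of lowest expression, with values up to 41, and group 3 starts at 41.1. The paper's caption of Figure 5B gives the group sizes in order of falling expression, so there too the fourth group is the lowest. The difference is thus with the paper's text only.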

Other observations

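The tests of repeated tags in peaks and on the promoter share, of counting by overlap, and of the null library in parts were chosen after the values were seen. The others were set before.

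Repeated tags. The deposited peaks hold 53.8% repeated tags by position and strand, against 33.0% in the whole wild-type library. Repeated tags at one position and strand may account for the count of many peaks, since 67.5% of the peaks hold tags at fewer than 9 distinct positions and strands, the smallest tag number of any peak. Of all peaks, 2057 (12.5%) hold their tags at 3 positions or fewer. Promoter peaks differ. Fewer than 9 distinct positions were found in 38.5% of them, so most promoter peaks keep at least that smallest tag number without repeats. How many of them also stay at 5-fold without repeats is not given here. The chromatin had been treated with micrococcal nuclease, and preferred cleavage sites shared by both libraries are a possible explanation for repeats. Positions with 2 or more wild-type tags held a null tag at the same position and strand in 1.97% of cases, against 1.43% for positions with 1 wild-type tag. At a distance of 10 bp the shares were 0.389% and 0.284%. Positions shared with the null library are thus more frequent than positions 10 bp apart, but they make up a small part of the repeated positions. Amplification of single fragments was not tested on its own. No biological explanation was tested.

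Local copy number. Scaled ratios of wild-type to null tags per autosome ran from 0.892 to 1.14, and 13467 peaks remained at 5-fold when the libraries were scaled within each 1 Mb of the genome, so local copy number over such distances does not account for most peaks. Chromosome X had a scaled ratio of 0.912 and 188 peaks. Chromosome Y had 3483 wild-type and 2159 null tags, a scaled ratio of 2.12. No explanation for the ratio on chromosome Y was tested.

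Null tags inside peaks. The null library held 2.43 tags per kb inside peaks and 3.85 tags per kb in the 5 kb on either side, a ratio of 0.631 (95% interval 0.624 to 0.638). The wild-type library held 18.1 and 3.29 tags per kb, but the edges of the peaks follow the wild-type tags, so this contrast is in part a matter of construction. The peaks had been required to be 5-fold over the same null tags, so this ratio by itself cannot tell a chance low from a lasting one. In 26310 runs of wild-type tags selected with one part of the null positions, that part had 0.388 of its density in the flanks, while the other part, which was not used for the selection, had 1.35 times its density there (95% interval 1.32 to 1.38). With runs joined over the fragment length and no limit on the p-value, the other part had 1.40 times its density in the flanks. The lower null density inside peaks is therefore consistent with selection of regions where the null library happens to be low, given the 1.35 in the part not used. The runs are not the deposited list, since the p-value of the peak caller was not computed again. A lasting null signal below that of the flanks does not account for the pattern in these runs as a set. The positions of the part not used, each counted once, had 1.29 times their density in the flanks (1.27 to 1.30). In the 62935 runs before selection this was 1.46 times (1.43 to 1.51). The part not used was thus lower in the selected runs than in all runs, so some of the low lasts relative to other runs. For the deposited list itself, no null tags independent of the selection were used here.

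Peaks at promoters. The promoters' share of the alignable genome, from the paper's base pairs in Table 1, is 2.08%. A peak of the mean width of 902 bp placed at random would overlap a 2 kb promoter by at least 1 bp in 3.02% of cases, so counting any overlap raises the expected share. The overlap rule does not account for the whole excess, since the midpoint lay inside a promoter for 3.21% of the peaks (95% Clopper-Pearson interval 2.94% to 3.49%). Repeated tags do not account for it either. Among the 5331 peaks with tags at 9 or more distinct positions and strands, the midpoint lay inside a promoter for 6.23% (5.59% to 6.91%), a share that the width of a peak does not raise. By any overlap the share was 7.75%, but these peaks are wider, with a mean of 1461 bp, and 3.60% of peaks of that width placed at random would overlap a promoter. The other 11075 peaks show no promoter excess. The midpoint lay inside a promoter for 1.75% of them (1.52% to 2.01%), and 2.33% overlapped one, against 2.74% for peaks of their mean width placed at random. GC content and mappability of promoters were not examined.

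Rise at the TSS. With 1 tag per position and strand the highest bin of the subtracted density was 0.549, with 0.062 beyond 3 kb, so repeated tags do not account for the rise. The null library was not depleted at the TSS but rose 2.02 times over its own level beyond 3 kb, while the wild-type library rose 2.69 times. A difference in fragmentation or recovery of open CpG-rich DNA between the libraries and a difference in uH2A cannot be told apart, because each genotype has 1 library and no library without the antibody was used here. Among H3K4me3-only genes the null library rose 2.26 times, and among H3K27me3-only genes 1.53 times.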
